A study of Mus musculus with 16 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

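Genomic DNA from the tail of 8 C57BL/6 mice of 1 family was compared with DNA of 1 reference male mouse by array comparative genomic hybridization, in which sample and reference DNA are labelled with different fluorescent dyes and hybridized together to the same array of oligonucleotide probes. The family was a sire (20mGyAM), a dam (20mGyAF) and 6 offspring (20mGyA1 to 20mGyA6). Each mouse was hybridized on 2 arrays with the dyes swapped, which gave 16 arrays. The 2 arrays of a mouse used the same DNA and were counted as 1 replicate. The title of the series describes male mice exposed to gamma-rays at 20 mGy per day for 400 days, whereas its design text calls the male of this family non-irradiated. The study's description of the families named in this way is that the sires were exposed. No unexposed family was analysed here.

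The deposited scanner files held the red (Cy5) and green (Cy3) intensity of each feature as the authors' software had processed it, that is, background-subtracted and dye-normalized with a linear method according to the file headers. The deposited files also gave log10 ratios of red over green, and flag columns with values of 0 and 1 for outliers and for features well above background, per the file headers. The deposited value table of the series held log2 ratios, which on all 16 arrays had the direction of reference over mouse, with a small constant subtracted from each array. The authors used the array maker's Feature Extraction and Genomic Workbench software. Probe positions in the files were those of the mouse genome build mm9 (NCBI37). The scanner files used here paired no probe with a gene, and the annotation given for this work was of a different build. Regions are therefore named by mm9 position only, without genes, and the planned test of gene groups was not run.

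Log2 ratios were computed from the processed signals, turned to mouse over reference on every array with the dyes in the labels, and centred on the median of the autosomal probes of each array, without loess or quantile normalization. Control features and features with outlier flags were left out and repeated features of a probe were averaged. The array held 950622 autosomal probes, with a median spacing of 2053 bp, 68 probes on X and 23 on Y. The mean of the 2 arrays of a mouse was its value at a probe. The difference between the 2 arrays times 0.5, in which copy number cancels and dye effects remain, served as the technical background. The noise of an array or mouse was the robust SD of differences between neighbouring probes divided by the square root of 2. The precision is limited by the number of arrays.

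A probe was called positive by the rule of the study's first screening, with both log2 ratios beyond 0.8, or with all 4 values of 2 adjacent probes beyond 0.5. Here both arrays also had to have the same sign. A de novo candidate was a positive probe of an offspring at which each parent had the opposite sign or less than 0.5 times the offspring value. Copy number intervals were searched along each autosome by taking the interval with the highest score, the absolute sum of the values over the noise and the square root of the number of probes, and repeating the search on either side. Intervals were limited to 1000 probes. Those with a score of at least 6, at least 4 probes and a mean beyond 0.5 in the same direction on each array were kept. The rule fixed before the data were examined did not state whether the probe minimum and the mean limit act within the search or after it. They were applied after it, in the order of its wording. This reading was settled only after the data had been examined, with the counts under all 3 readings known, and the other readings are given beside the results. De novo intervals followed the rule for probes. An interval of 1 parent was informative if the other parent had less than 0.5 times its value, and an offspring carried it at 0.5 times the value of the parent or more. The share of carriers was compared with 50% by a two-sided exact binomial test, with a 95% exact (Clopper-Pearson) interval. A single mouse set against 7 others cannot reach a p-value below 0.125 in an exact permutation test, so no test was made for single de novo intervals.

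Probes that differed between the whole family and the reference were tested with limma (version 3.58.1, R 4.3.3) as an intercept over the 8 mice, and were called at a Benjamini-Hochberg adjusted p below 0.05 and a mean beyond 0.5. The 6 offspring were compared with the 2 parents by limma with the same adjustment. Calls and tables were made in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and numba 0.67.0. The interval search, the rule for positive probes and limma were tested on simulated data, whereas the de novo and carrier rules were not simulated. With the noise of each mouse, 100% of simulated deletions of 26 probes at -0.7 were found in all 8 mice, whereas deletions of 4 probes at -0.7 were found at shares between 8.70% (20mGyA6) and 84.8% (20mGyAM). For limma, all of 200 probes shifted by 1.5 were recovered among 949559 probes in both comparisons. Of probes shifted by 0.75, 14.0% were recovered in the comparison of offspring with parents. The simulated noise was normal, independent between probes and of the same size at all probes of a mouse, which is simpler than that of the arrays. The recovered shares may therefore be too high for the real data.

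The regions named were chosen by a rule fixed before the data were examined, which took up to 5 de novo intervals of each offspring by number of probes (all are given for 20mGyA6, where 4 tied for the last place), intervals found in all 8 mice, up to 5 informative inherited intervals, up to 3 single de novo candidate probes of each offspring with the largest difference from the nearer parent on the weaker array, the 5 largest changes past the threshold between offspring and parents, and the X and Y medians of every mouse. The probes named in the comparison with the reference, and the probe with the smallest adjusted p between offspring and parents, were chosen after their values had been seen. Alternatives were normexp background correction, no centring, the deposited value table, only probes well above background on all 16 arrays, flagged features kept, subtraction of a running median, each dye orientation alone, other thresholds, other definitions of absence in the parents, scan day as a random block and omission of each mouse. Normexp used the median spot signal, since the files gave no mean signal. All arrays of the parents were scanned on 1 day, and the offspring on 3 other days with 2 mice each, so that scan day could enter only as a random block. The correlation within days was estimated from 47478 probes.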

Results

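The data are log2 ratios of mouse over reference DNA at 950622 autosomal probes in the sire, the dam and 6 offspring of 1 family. They come from the first, genome-wide screening of the study, whose question was whether mice sired by exposed males carry copy number changes absent from both parents. Each mouse had 2 dye-swap arrays, and 782458 of the autosomal probes (82.3%) were well above background in both channels on all 16 arrays. The noise of the dye-swap mean was between 0.160 and 0.224 in 7 mice and 0.329 in 20mGyA6. Arrays of the same dye orientation correlated across probes with a median r of 0.42 with the mouse in Cy5 and 0.24 with the mouse in Cy3. The 2 arrays of a mouse, both turned to mouse over reference, correlated across probes with r between -0.36 (20mGyA5) and 0.10 (20mGyA6), and r was below 0 in every mouse but 20mGyA6. Probes are not independent replicates.

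The sex chromosome probes gave the direction of the ratios. The median log2 ratio of the 68 X probes was 0.94 ± 0.21 (SD over probes) in the dam, 1.02 ± 0.20 in 20mGyA5 and 0.99 ± 0.35 in 20mGyA6. It was 0.00 ± 0.22 in the sire, -0.02 ± 0.19 in 20mGyA1, 0.02 ± 0.20 in 20mGyA2, 0.00 ± 0.21 in 20mGyA3 and 0.00 ± 0.34 in 20mGyA4. The median of the 23 Y probes was -2.68 ± 1.11 in the dam, -2.72 ± 1.18 in 20mGyA5 and -2.72 ± 0.99 in 20mGyA6, and lay between -0.05 (20mGyA3) and 0.08 (20mGyA1) in the other 5 mice. A second X copy set against the single X of a male reference corresponds to a log2 ratio of 1.

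**Figure D1:**
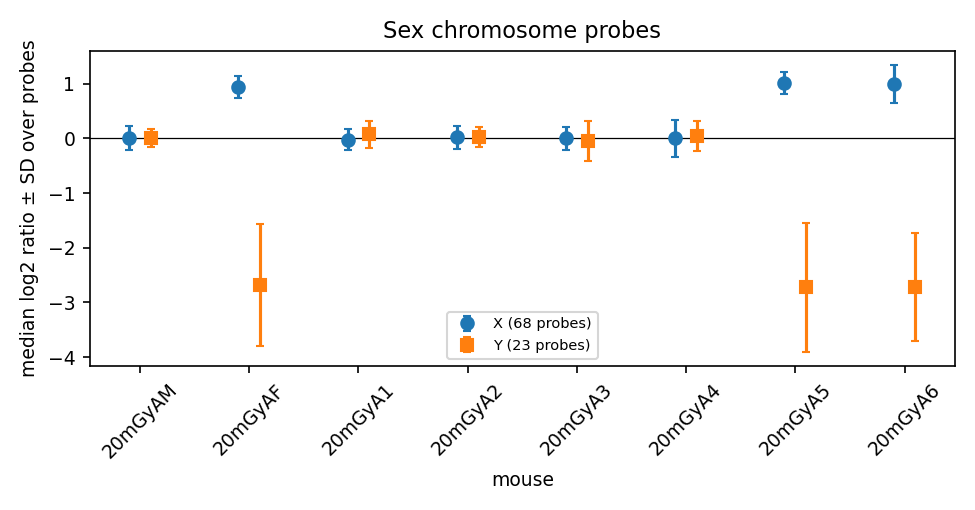
Median log2 ratio of mouse over reference on the X and Y probes of each mouse, with bars of 1 SD over probes. The dam, 20mGyA5 and 20mGyA6 lie near 1 on X and near -2.7 on Y, and the other 5 mice lie near 0 on both.

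De novo changes were sought in each offspring against both parents. In 20mGyA1, an interval of 26 probes on chromosome 9, from 113989829 to 114122776 (mm9, 133 kb), had a mean log2 ratio of -0.70, with -0.69 and -0.71 on its 2 arrays. The mean over the same probes was 0.04 in the sire and 0.01 in the dam, and the other 7 mice had a mean of -0.00 ± 0.04 (SD, n = 7), with a range from -0.06 to 0.04. The difference was therefore many times the spread between the other mice. Of the 26 probes, 21 were below -0.4 in 20mGyA1, against at most 2 in any other mouse, and 10 were positive by the rule of the first screening. Its score of 20.1 was above the highest score of 8.56 among the background intervals of all 8 mice. Within the 100 kb on either side, the mean in 20mGyA1 was -0.03 over 46 probes before the interval and -0.14 over 6 probes after it. The first of these 6 probes started at 114208640. No probe lay between 114122776 and that position, so that the right end of the change is not defined within that gap. With normexp background correction the mean of the interval was -0.36, short of the limit of 0.5, and the interval was no longer called. The offset of that correction draws ratios toward 0, while the limit was kept at 0.5. With the deposited value table, which held 22 of the 26 probes, the mean of the interval was -0.78.

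**Figure D2:**
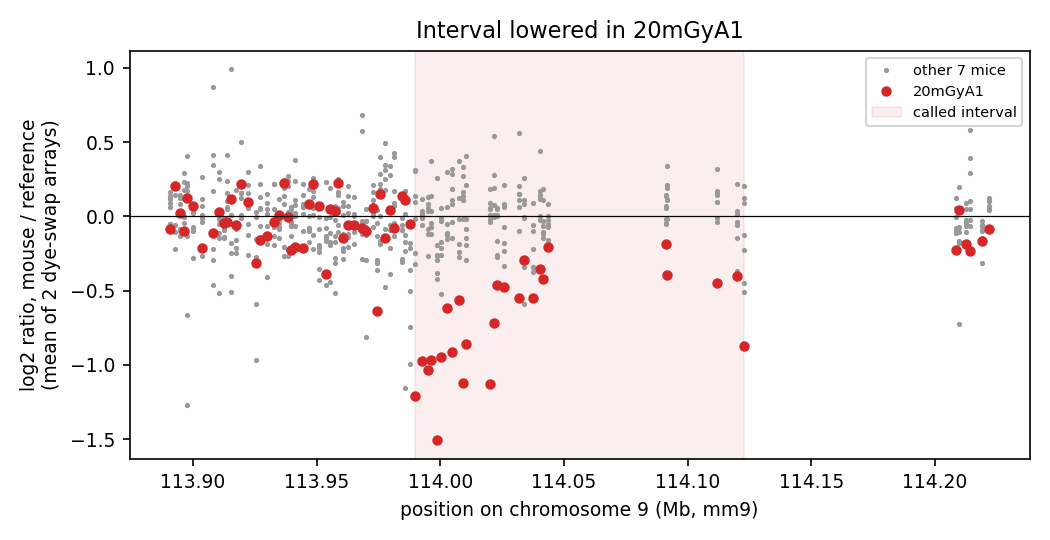
Log2 ratio of each probe, as the mean of 2 dye-swap arrays, against position on chromosome 9 (Mb, mm9), for 20mGyA1 (red) and the other 7 mice (grey), with the called interval shaded. The 26 probes of the interval have a mean of -0.70 in 20mGyA1, while the other 7 mice have means from -0.06 to 0.04.

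The other de novo intervals had between 4 and 13 probes and scores between 6.00 and 8.06, below the highest background score. The number of de novo intervals was 1 in 20mGyA1, 0 in 20mGyA2, 1 in 20mGyA3, 4 in 20mGyA4, 0 in 20mGyA5 and 8 in 20mGyA6, and the background intervals that met the same rule numbered 1, 0, 3, 2, 2 and 2 in the same order. Among probes well above background on all arrays there was 1 in 20mGyA1 and 0 in each of the other 5 offspring, so that the intervals named for 20mGyA3, 20mGyA4 and 20mGyA6 lost their calls, and with normexp background correction there was 1 in 20mGyA6 and 0 in the other 5. In 20mGyA3, 5 probes on chromosome 19 from 40162694 to 40177883 had a mean of -0.62, against -0.08 ± 0.15 (SD, n = 7) in the other mice. At the intervals named for 20mGyA4 and 20mGyA6, the other 7 mice had means between -0.09 and 0.26, with SDs between 0.05 and 0.20 (n = 7). In 20mGyA4, the interval of 5 probes on chromosome 3 from 67895488 to 67902306 had a mean of -0.67, that of 5 probes on chromosome 7 from 88054168 to 88059635 a mean of 0.59, that of 4 probes on chromosome 6 from 140706179 to 140712737 a mean of 0.76 and that of 4 probes on chromosome 18 from 82763318 to 82771613 a mean of -0.67. Of the 8 intervals of 20mGyA6, 7 were higher than the reference. Those with more than 4 probes lay on chromosome 17 from 3003050 to 3031159 (13 probes, 0.56), chromosome 18 from 56923308 to 56940740 (9 probes, 0.72), chromosome 9 from 51310059 to 51323715 (6 probes, 0.81) and chromosome 18 from 6209282 to 6216290 (5 probes, 0.94). Those with 4 probes lay on chromosome 10 from 50219071 to 50243239 (1.13), chromosome 4 from 124825857 to 124829724 (1.08), chromosome 11 from 52486810 to 52492827 (0.99) and chromosome 12 from 119515461 to 119521102 (-0.99). These counts depend on the order of search and filters. With the probe minimum inside the search the de novo intervals numbered 8, 21, 12, 27, 7 and 8 from 20mGyA1 to 20mGyA6, against a background of 8, 8, 14, 9, 7 and 8. With the mean limit inside it as well they numbered 11, 25, 15, 31, 8 and 8, against 8, 11, 15, 10, 7 and 11.

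Intervals of the parents were followed into the offspring to see which were inherited. The search gave 3 intervals in the sire and 0 in the dam, and 2, 2, 2, 5, 2 and 10 intervals in 20mGyA1 to 20mGyA6. No interval was found in all 8 mice. All 3 intervals of the sire were informative and had scores of 15.7 to 53.4. On chromosome 11, 7 probes from 70221641 to 70236938 (15.3 kb) had a mean log2 ratio of -0.95 in the sire and -0.04 in the dam. The value was -0.95 ± 0.07 (SD, n = 5) in the 5 offspring that carried it, 20mGyA2 to 20mGyA6, and -0.04 in 20mGyA1. On chromosome 4, 18 probes from 78453216 to 78509511 (56.3 kb) had a mean of -0.98 in the sire and -0.04 in the dam. All 6 offspring lay between these values, at -0.45 ± 0.04 (SD, n = 6), with a range from -0.48 to -0.38, and 0 of 6 reached the limit for a carrier. On chromosome 2, 4 probes from 70079530 to 70085630 (6.10 kb) had a mean of 4.26 in the sire and -0.26 in the dam. The 6 offspring were at 3.15 ± 0.37 (SD, n = 6), with a range from 2.50 to 3.51, and all of them were carriers. The 4 probes of this region were not well above background on all 16 arrays, so that the sizes of these ratios are uncertain, and with normexp background correction the mean in the sire was 0.82. With that correction 20mGyA1, 20mGyA2, 20mGyA5 and 20mGyA6 lay between 0.09 and 0.30, below 0.5 times the value of the sire, and would not count as carriers. 20mGyA3 and 20mGyA4 had no called interval there and were not examined with that correction.

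**Figure D3:**
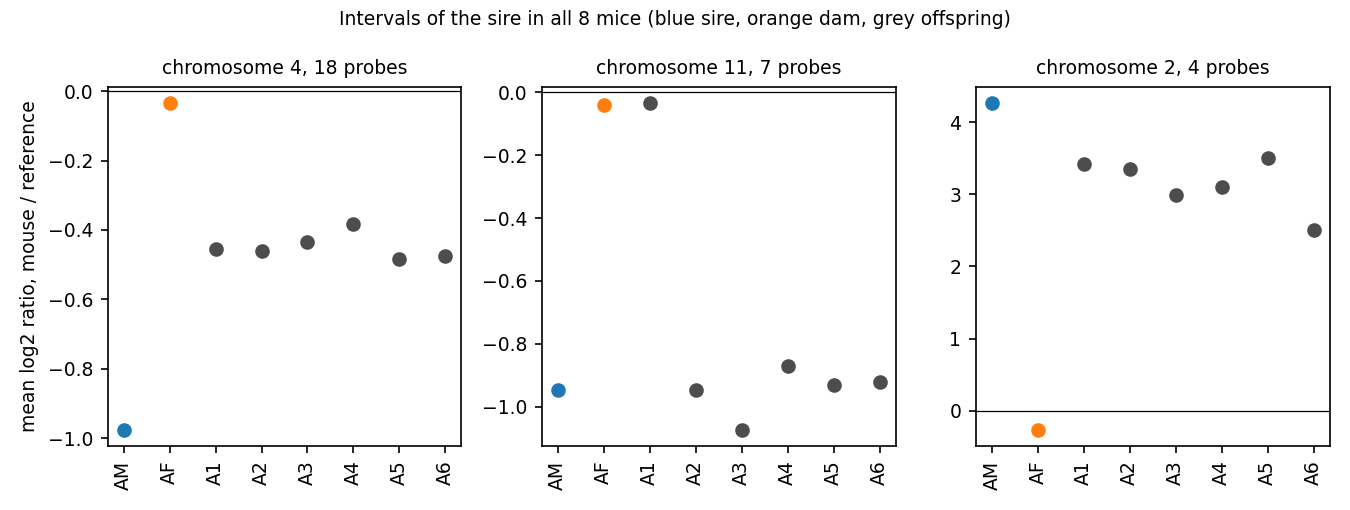
Mean log2 ratio of mouse over reference over the probes of each of the 3 intervals of the sire, with 1 point per mouse. On chromosome 4 all 6 offspring lie from -0.48 to -0.38, between the sire and the dam, on chromosome 11 20mGyA1 lies with the dam at -0.04, and on chromosome 2 all 6 offspring lie from 2.50 to 3.51.

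Over the 3 intervals, 11 of 18 offspring values (61.1%, 95% exact interval 35.7% to 82.7%) counted as carriers (two-sided exact binomial test against 50%, p = 0.481). On chromosomes 4 and 2, where all offspring lay between the parents, the limit for a carrier set the counts of 0 of 6 and 6 of 6, so that this test does not measure transmission there. With a limit of 0.3 times the value of the parent 94.4% were carriers. With both limits inside the search there were 19 informative intervals and 23.7% carriers (two-sided exact binomial test, p = 1.53e-08). The share was 35.7% for the 7 intervals of the sire (two-sided exact binomial test, p = 0.0884) and 16.7% for the 12 of the dam (two-sided exact binomial test, p = 8.06e-09). Under this reading the parents had no more intervals than background intervals, with 8 against 18 in the sire and 12 against 14 in the dam. Noise in a parent need not recur in its offspring, so that noise intervals lower the share of carriers. The tests also take values of the same 6 offspring as independent, although some intervals share a chromosome. Their p-values therefore do not measure a departure from transmission to 50% of offspring.

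Single probes were counted with the rule of the first screening. Positive probes numbered 450 in the sire, 694 in the dam, 628 in 20mGyA1, 828 in 20mGyA2, 1612 in 20mGyA3, 1242 in 20mGyA4, 545 in 20mGyA5 and 9307 in 20mGyA6. Probes that passed the same limits with opposite signs on the 2 arrays were more numerous in every mouse but 20mGyA6, between 1933 (20mGyA1) and 3913 (20mGyA4) in 7 mice and 5805 in 20mGyA6. Lower probes outnumbered higher probes in 20mGyA2 (647 against 181), 20mGyA3 (961 against 651) and 20mGyA5 (331 against 214), and higher probes were more numerous in the other 5 mice. Among probes well above background on all arrays, the median count per mouse was 39, in place of 761.

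**Figure D4:**
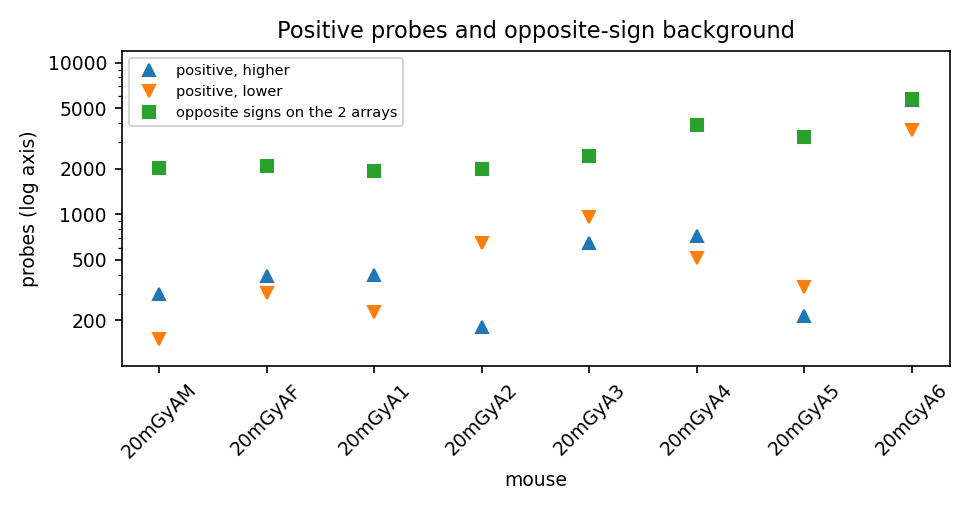
Number of positive probes that were higher or lower than the reference, and of probes past the same limits with opposite signs on the 2 arrays, for each mouse on a log axis. Opposite-sign probes are the more numerous in 7 mice, and 20mGyA6 has 9307 positive probes.

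De novo candidate probes numbered 486, 696, 1325, 1009, 398 and 7917 in 20mGyA1 to 20mGyA6, against 861, 854, 1436, 2167, 1452 and 3499 opposite-sign probes that met the same rule. Of the candidates of 20mGyA2, 568 were lower and 128 higher than the reference. Among probes well above background, 107 of its candidates were lower and 0 higher. The corresponding counts of lower and higher candidates were 14 and 4 in 20mGyA1, 47 and 43 in 20mGyA3, 6 and 22 in 20mGyA4, 8 and 4 in 20mGyA5, and 819 and 1101 in 20mGyA6. The candidates with the largest difference from the nearer parent were single probes, whose neighbours in the same mouse had values between -0.35 and 0.61. The SD between the other 7 mice at these probes was between 0.31 and 0.96, and at 5 of the 18 named probes between 1 and 3 siblings were also beyond 0.8 in the same direction. In 20mGyA1 they were on chromosome 5 at 145206800 (2.30), chromosome 1 at 187914954 (-1.47) and chromosome 1 at 34935567 (-1.35). In 20mGyA2 they were on chromosome 2 at 92644888 (1.26), chromosome 2 at 98703316 (-2.24) and chromosome 12 at 83619360 (-1.97). In 20mGyA3 they were on chromosome 16 at 16476747 (-1.77), chromosome 1 at 96841935 (-1.37) and chromosome 15 at 51524246 (1.43). In 20mGyA4 they were on chromosome 5 at 71319674 (-1.76), chromosome 15 at 59066047 (1.87) and chromosome 15 at 26648988 (2.11). In 20mGyA5 they were on chromosome 18 at 37058467 (-2.37), chromosome 9 at 59149186 (2.03) and chromosome 7 at 67543696 (1.94). In 20mGyA6 they were on chromosome 5 at 3769700 (-1.67), chromosome 9 at 18650157 (-2.25) and chromosome 6 at 114063361 (-1.72).

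Few probes passed the threshold between the whole family and the reference. limma called 6 probes, 5 higher and 1 lower, each with the same sign in 8 of 8 mice. The largest was on chromosome 13 at 95707465, with a mean of 2.25 (limma standard error 0.066, n = 8, adjusted p = 2.18e-07). The others were on chromosome 7 at 49495489 (0.81, adjusted p = 0.00142), chromosome 1 at 35303776 (0.78, adjusted p = 0.00352), chromosome 13 at 20899184 (0.74, adjusted p = 0.000579), chromosome 15 at 39030042 (-0.72, adjusted p = 0.0373) and chromosome 4 at 15970819 (0.68, adjusted p = 0.0211). No 2 of them were neighbouring probes. When 1 mouse was left out, between 4 and 9 probes were called. The number of lower probes fell to 0 without the sire, the dam, 20mGyA1, 20mGyA3, 20mGyA5 or 20mGyA6, and the number of higher probes was 8 without the dam or without 20mGyA2. The reference is 1 animal, whose own spread is not in the test. Of 949559 probes, 205472 had an unadjusted p below 0.05 by limma, a larger share than the 0.05 expected by chance. The small number of calls therefore does not show that family and reference were otherwise alike. Probes with an unadjusted p below 0.05 by limma numbered 455463 with the mouse in Cy5 alone and 282501 in Cy3 alone. Their number thus also responds to dye effects and does not by itself show differences in copy number. The count of called probes was 46 among probes well above background, 23 higher and 23 lower. It was 46691 with the mouse in Cy5 alone and 11329 with the mouse in Cy3 alone, where the dye effect does not cancel.

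No probe passed the threshold between the offspring as a group and their parents. limma called 0 of 949559 probes, and 28662 had an unadjusted p below 0.05, a share smaller than the 0.05 expected by chance. The smallest adjusted p was 0.284, at a probe on chromosome 4 at 103889368 that was higher in 6 of 6 offspring than in the mean of the parents by 1.26. A probe on chromosome 1 at 142524739, chosen after its values had been seen, differed by 1.63 and was not called (limma, adjusted p = 0.363). The absence of calls therefore does not exclude differences of that size. Without the sire 2 probes were called, with the dam as the only parent and assumed to vary like the offspring, and without 20mGyA1 1 probe was called, while leaving out any of the other 6 mice gave 0. With scan day as a random block 0 probes were called. No offspring was scanned on the day of the parents, so that this block cannot separate scan day from group.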

Values the study reported

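The study reported in 20mGyA1 a deletion on chromosome 9 with an estimated size of 133,572 bp and 12 positive probes in its first array screening. It lists this deletion among the de novo changes that were positive in its second screening and passed quantitative PCR. For 20mGyA2 it listed 108 candidates for de novo deletions, which remained after a second screening with further arrays, and of 22 of these tested by quantitative PCR, 11 proved to be deletions. Its lists of de novo changes that passed quantitative PCR name none in 20mGyA3, 20mGyA4, 20mGyA5 or 20mGyA6.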

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

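The tests of explanations in this part were chosen after the results had been seen. Of 13 measures compared among the 6 offspring, 7 had 1 mouse far from the other 5. Chance sets a mouse apart in about 1 of 20 groups, but these measures are not independent. The 5 of 20mGyA6 are related to one another, and the interval on chromosome 9 was defined by the value of 20mGyA1, so that their number cannot be set against chance.

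20mGyA6 stood apart in positive probes (9307), de novo candidate probes (7917), lower candidates (3061), higher candidates (4856) and the noise of the dye-swap mean (0.329). Independent noise of its 2 arrays would give about as many opposite-sign as same-sign probes, but same-sign probes were 1.60 times as many, against 0.17 to 0.67 times in the other 7 mice. Dim probes alone do not account for the excess either, since among probes well above background the count of 20mGyA6 was still 18.7 times that of the next mouse. Both arrays of this mouse carried the same DNA, and a property of that DNA preparation may be involved, which was not tested. No biological explanation was tested.

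20mGyA1 stood apart at the 26-probe interval on chromosome 9, with -0.70, and at the 7-probe interval on chromosome 11, with -0.036. These are the de novo interval and the interval of the sire that this mouse did not carry.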

How the results depend on the processing

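The counts of single probes and short intervals changed most with the processing, while the interval of 20mGyA1 on chromosome 9 and those of the sire on chromosomes 4 and 11 kept their direction under the 6 other sets of values, with ranges from -0.78 to -0.36, from -0.999 to -0.76 and from -0.97 to -0.61. The chromosome 2 interval had no probe left among those well above background. Of the compared summary values, 74 stayed within their limits, 40 moved, 5 turned and 1 passed its threshold, and of the other values, which are those of single mice, regions and probes, 298 moved, 3 turned and the rest, the majority, stayed. The causes were not tested except where fewer probes, a single dye or a changed threshold is itself the alternative. The 2 other readings of the interval search, a score of 10 and the omission of 20mGyA6 from the medians were added after the data had been examined. The planned tests of gene groups were not run, since the probes could not be paired with genes. No paired test across families was possible, because only 1 family with 1 sire and 1 dam was analysed.

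The median of positive probes per mouse, 761, was 11.5 with normexp, 39 well above background, 39009 with the mouse in Cy5 alone, 26158 in Cy3 alone, 2560 at thresholds 0.6 and 0.4, and 264 at 1.0 and 0.6. The median of de novo candidates per offspring, 852.5, was in the same order 1, 59, 19589, 16636.5, 2527.5 and 314.5, and 190.5 with both parents within 0.2 of 0. The median of intervals per mouse, 2, was 0.5 with normexp, 1 well above background, 6.5 with at least 3 probes, 0 with at least 8, 7.5 with a mean beyond 0.3, 13.5 with the probe minimum inside the search and 15 with both limits inside. The median of de novo intervals per offspring, 1, was 0 with normexp, well above background, at scores 8 and 10, with at least 8 probes and with a mean beyond 0.8, 2.5 at score 5, 5.5 with at least 3 probes, 4.5 with a mean beyond 0.3, and 10 and 13 under the 2 other readings. The chromosome 9 interval moved to -0.36 with normexp, where it was no longer called, and -0.78 with the deposited table, and with a mean beyond 0.8 it was not called either. The share of carriers, 61.1%, was 94.4% with a limit of 0.3, and fell below 50% at score 5 (45.8%), with at least 3 probes (30%), at least 8 probes (0%), and under the 2 other readings (22.5% and 23.7%). Family probes, 6, numbered 2 with a mean beyond 0.8, 11 with normexp, 46 well above background, 46691 from the mouse in Cy5 alone and 11329 in Cy3 alone. Probes between offspring and parents ranged from 0 to 2 when 1 mouse was omitted. With normexp, the interval of 20mGyA6 on chromosome 4 from 124825857 turned to -0.077, a probe of 20mGyA2 on chromosome 2 to -0.021 and a probe of 20mGyA4 on chromosome 5 to 0.023. Low signal limits the single-probe counts, since most positive probes were lost when probes not well above background were left out. Under normexp the limits were kept although its offset draws ratios toward 0, so that lower counts of positive probes and intervals can follow from that scale.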

Other observations

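The tests of explanations in this part were chosen after the results had been seen, except that of neighbouring probes. The interval of 20mGyA1 on chromosome 9 had an uneven depth. Its first 13 probes, from 113989829 to 114021748, had a mean of -0.97 ± 0.25 (SD over probes), and its last 13, from 114023064 to 114122776, a mean of -0.43 ± 0.17. The other 7 mice were at -0.00 ± 0.03 and -0.01 ± 0.07 (SD, n = 7) over the same probes. The point of division was fitted to the values of this mouse.

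At the interval of the sire on chromosome 4, all 6 offspring lay between the parents, which may mean that each received 1 copy from a sire with the variant on both chromosomes. The value midway between the parents on the linear scale was -0.43, and the mean of the offspring, -0.45 ± 0.04 (SD, n = 6), was 0.518 SD away. The value of the sire, -0.98, is not that of a sequence absent from both chromosomes, as the Y probes had a median of -2.68 in the dam. This explanation therefore requires that the sire kept some of this sequence, which was not tested. Ratios to 1 reference do not tell fewer copies in the sire from more copies in the reference and the dam. On chromosome 11, by contrast, 5 offspring had the value of the sire and 1 that of the dam. On chromosome 2 the same explanation stays open. The offspring were 0.477 SD from the midway value there, but 0 of the 4 probes were well above background on all arrays and the ratios changed with the background correction, so that this distance decides nothing.

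Of the 568 lower candidates of 20mGyA2, 113 (19.9%) were on probes well above background on all arrays, against 82.3% of all probes, so that noise of dim probes stays open as a source of many of them. The 107 lower candidates that were called among probes well above background alone are unlikely to be deletions that reach neighbouring probes, as the nearest probe on each side had a median of -0.0078 in this mouse. Deletions shorter than the probe spacing stay open, and the quantitative PCR quoted from the study above, which bears on them, is not part of the data used here. The scan day shared with 20mGyA1 would lower that mouse, which had a median of 0.14 at these probes. A shift shared with siblings cannot be told apart from private changes, because the mean of the other 5 offspring had a median of -0.10, between the limits set for each. The medians of single siblings went both ways, with -0.42 in 20mGyA5, -0.30 in 20mGyA3, -0.20 in 20mGyA6, 0.14 in 20mGyA1 and 0.21 in 20mGyA4.

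With both limits inside the search, 8 informative intervals were lower in the dam, and at 5 of them 20mGyA5 and 20mGyA6 were the 2 lowest offspring. The interval with the highest score, chosen after its values had been seen, 4 probes on chromosome 3 from 25417435 to 25444229, had a mean of -1.49 in the dam, -1.45 in 20mGyA5 and -1.44 in 20mGyA6, and between -0.05 and 0.03 in the other 5 mice. Only 3 of the 8 scored above the highest background score of the dam, 8.12, and the dam had 12 intervals against 14 background ones under this reading. The pair was chosen from these same intervals, so p was multiplied by the 15 possible pairs, with 1 interval taken per chromosome. The pair was lowest on 4 of 6 chromosomes (one-sided exact binomial test, corrected p = 0.00398). The test takes all offspring as equally likely to be lowest, but the noise of 20mGyA6 was 0.329, against 0.166 to 0.224 in its siblings. It also does not correct for the choice of the dam and of the lower direction. It therefore does not decide whether maternal variants segregated independently here. The 2 chromosomes with an interval above the background score are too few for a test of their own, since the smallest corrected p they allow is 0.0667 in an exact test. An effect of the scan day of the dam is unlikely as the cause, since the sire, scanned on the same day, was no lower than -0.10 at these intervals. The scan day of 20mGyA5 and 20mGyA6 would not lower the dam, which was scanned on a different day. It therefore does not by itself account for low values shared with the dam. Whether it contributed to the values of the pair cannot be told apart from a property of these mice, because 0 other mice were scanned on that day. The same 3 mice had X medians near 1 and low Y medians. A candidate explanation is that these probes also bind sequence of the Y chromosome, which could not be tested without probe sequences. The intervals, their direction and the pair were noticed in the same data.

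The interval of 20mGyA1 on chromosome 9 held 10 positive probes here. The candidates of 20mGyA2 were counted here before any second screening and with a different rule for the parents, so they are not set against the number quoted from the study above.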
